# Increased S100A15 expression and decreased DNA methylation of its gene promoter are involved in high metastasis potential and poor outcome of lung adenocarcinoma

**DOI:** 10.18632/oncotarget.17391

**Published:** 2017-04-24

**Authors:** Yung-Che Chen, Meng-Chih Lin, Chang-Chun Hsiao, Yi-Xin Zheng, Kuang-Den Chen, Ming-Tse Sung, Chung-Jen Chen, Ting-Ya Wang, Yong-Yong Lin, Huang-Chih Chang, Yu-Mu Chen, Jen-Chieh Chang

**Keywords:** lung adenocarcinoma, S100A15, DNA methylation, next generation sequencing

## Abstract

**Purpose:**

This study aims to determine the functional role of S100A15 and its promoter DNA methylation patterns in lung cancer progression.

**Experimental Design:**

We analyzed 178 formalin-fixed paraffin embedded specimens from lung cancer patients, including 24 early stage and 91 advanced stage adenocarcinoma. S100A15 protein expression was evaluated by immunohistochemistry stain, and its DNA methylation levels were measured by pyrosequencing.

**Results:**

S100A15 nuclear staining was increased in lung adenocarcinoma patients with distant metastasis versus those without distant metastasis. There was reduced one/three-year overall survival in adenocarcinoma patients receiving first line target therapy and harboring high nuclear expressions of S100A15. Both DNA methylation levels over -423 and -248 CpG sites of the S100A15 gene promoter were decreased in adenocarcinoma patients with distant metastasis, and the former was associated with lower one-year overall survival. The highly invasive CL1-5 cell lines display decreased DNA methylation over −412/−248/−56 CpG sites of the S100A15 gene promoter and increased S100A15 gene/protein expressions as compared with the less invasive CL1-0 cell lines. Knockdown of S100A15 in CL1-5 cell line inhibited cell proliferation, migration, and invasion, while over-expression of S100A15 in CL1-0 cell line promoted cell proliferation, migration, and invasion. RNA sequencing analysis revealed potential biological effects of S100A15 over-expression and knock-down with CTNNB1, ZEB1, CDC42, HSP90AA1, BST2, and PCNA being the pivotal down-stream mediators.

**Conclusions:**

Increased S100A15 expression and decreased DNA methylation of its gene promoter region were associated with high metastasis potential and poor outcome in lung adenocarcinoma, probably through triggering CTNNB1 -centered pathways.

## INTRODUCTION

The majority of non-small cell lung cancer patients present with advanced disease at diagnosis, and those diagnosed with early stage disease often recur and experience metastatic disease eventually [1]. Metastasis represents the primary cause of death from lung cancer, is responsible for 90% of all morbidity, and involves several stages, including invasion, angiogenesis, and migration. [2].

Human S100A15 (S100A7A; koebnerisin) is a novel member of the S100 family of EF-hand calcium-binding proteins and was recently identified in psoriasis, where it is significantly up-regulated in lesion skin. It is an antimicrobial protein, and regulated by E. coli through Toll-like receptor 4 [3]. Both human S100A7 (psoriasin) and S100A15 transcripts are elevated in ER/PR negative breast cancers; however, hS100A15 protein is detected in all cancer specimens, while hS100A7 protein is sporadically expressed [4, 5]. C-Fos transcriptionally controls S100A15 expression in keratinocytes, subsequently leading to CD4 T-cell recruitment to the skin, thereby promoting epidermal squamous cell carcinoma that is likely induced by CD4^+^ T-cell-derived IL-22 [6]. In our previous whole-genome gene expression study, we found that nuclear accumulation of S100A15 were increased in advanced stage NSCLC patients [1], but the potential of S100A15 as a determinant of treatment outcomes, and the underlying mechanisms by which S100A15 would be involved in proliferation, migration, and invasion of lung cancer have not yet been understood [1, 7]. DNA methylation changes induced in oncogenes and tumor suppressor genes are of key importance in the pathogenesis of lung cancer [8, 9]. Recent results indicate that changes in S100 protein expression may depend on the extent of DNA methylation in the S100 gene promoter regions [10]. The role of DNA methylation patterns of the S100A15 promoter region in metastasis potential of lung cancer has not yet been determined [11].

We retrospectively examined S100A15 protein expression, as determined by immunohistochemistry (IHC) stain, in a cohort of 178 subjects with NSCLC diagnosed through bronchoscopy-guided biopsy, and correlated it with their clinical characteristics, including tumor stage (TNM staging), treatment response, and overall survival (1- and 3-year). DNA methylation levels of 5 CpG sites over the S100A15 gene promoter region and 1 CpG site over exon 1 of the S100A15 gene were measured in 51 DNA samples extracted from the formalin fixed paraffin-embedded (FFPE) tissues of lung adenocarcinoma. Furthermore, S100A15 expression and its gene promoter DNA methylation levels in lung cancer cell lines were measured, and the effect of S100A15 on metastatic potential and down-stream mediators of lung adenocarcinoma was tested *in vitro*.

## RESULTS

### S100A15 nuclear accumulation was increased in lung adenocarcinoma patients with distant metastasis, and related to poor survival in those receiving first line target therapy

S100A15 IHC nuclear stain were performed and evaluated in 178 pathologically-diagnosed lung cancer patients, including 115 cases (64.6%) of adenocarcinoma, 50 cases (28.1%) of squamous cell carcinoma, and 13 cases (7.3%) of small cell carcinoma. The demographic and clinical data of these subjects are presented in Table 1. Stepwise forward multivariate Cox regression analysis showed that advanced tumor stage (HR 3.149, 95%CI 1.719-5.761, p<0.001), first line use of cisplatin-based chemotherapy (HR 0.323, 95%CI 0.203-0.513, p<0.001), and first-line use of target therapy with erlotinib or gefitinib (HR 0.608, 95%CI 0.373-0.992, p=0.046) were independent factors predicting one-year all-cause mortality. Furthermore, advanced tumor stage (HR 2.188, 95%CI 1.074-4.457, p=0.031), N2/3 (HR 3.343/5.946, 95%CI 1.871-5.975/3.107-11.879, p<0.001), M1 (HR 2.095, 95%CI 1.381-3.179, p=0.001), ECOG PS (HR 1.182, 95%CI 1.022-1.367, p=0.025), first line use of cisplatin-based chemotherapy (HR 0.492, 95% CI 0.333-0.728, p<0.001), and second line use of pemetrexed chemotherapy (HR 0.214, 95% CI 0.064-0.712, p=0.012) are independent factors predicting three-year all-cause mortality.

**Table 1:** Baseline and clinical characteristics of all the lung cancer patients

	All Lung cancerpatients, N=178	Early stage (I-IIIA),Lung AC patients,N=24	Advanced stage(IIIB-IV), Lung ACpatients, N = 91	P value*
Age, years		66.7±8.3	63.8±12	0.268
Male, n (%)	115 (64.6)	11 (45.8)	49 (53.8)	0.48
Smoking history, n (%)	57 (34)	5 (20.9)	24 (26.4)	0.426
TNM stage, n (%)				
T1	15 (8.4)	5 (20.8)	5 (5.5)	<0.001
T2	67 (37.6)	16 (66.7)	31 (34.1)	
T3	17 (9.6)	1 (4.2)	8 (8.8)	
T4	79 (44.4)	2 (8.3)	47 (51.6)	
N0	33 (18.5)	14 (58.3)	10 (11)	<0.001
N1	23 (12.9)	1 (4.2)	15 (16.5)	
N2	74 (41.6)	9 (37.5)	37 (40.7)	
N3	48 (27)	0 (0)	29 (31.9)	
M0	62 (35)	24 (100)	14 (15.38)	<0.001
M1	116 (65)	0 (0)	77 (84.6)	
ECOG PS				0.003
0	36 (20.2)	11 (45.8)	14 (15.4)	
1	85 (47.8)	11 (45.8)	45 (49.5)	
2	27 (15.2)	0 (0)	18 (19.8)	
3	13 (7.3)	2 (8.3)	4 (4.4)	
4	17 (9.6)	0 (0)	10 (11)	

AC = adenocarcinoma; PS = performance status

*Compared between early stage and advanced stage lung AC patients

In the 115 lung adenocarcinoma cases, total score (4.77±1.1 versus 3.75±1.48, adjusted p=0.002, 95%CI 0.126-0.538), intensity score (1.56±0.56 versus 1.29±0.55, adjusted p=0.025, 95%CI 0.015-0.209), and percentage score (3.18±0.8 versus 2.46±1.14, adjusted p<0.001, 95%CI 2.42-7.876) of S100A15 nuclear stain were all significantly increased in patients with advanced stage tumor (stage IIIB and IV, n = 91) compared with that in those with early stage tumor (stage I - IIIA, n = 24, Figure 1A-C). Likewise, total score (4.79±1.14 versus 4.05±1.34, adjusted p=0.012, 95%CI 0.154-1.217), intensity score (1.52±0.57 versus 1.35±0.53, adjusted p=0.035, 95%CI 0.017-0.47), and percentage score (3.18±0.81 versus 2.68±1.04, adjusted p=0.041, 95%CI 0.017-0.797) of S100A15 nuclear stain were significantly increased in lung adenocarcinoma patients with distant metastasis (M1, n=77) as compared with that in those without distant metastasis (M0, n=38, Figure 1D-F). Furthermore, Kaplan-Meier survival analysis showed significantly reduced one-year (p=0.024 by the log-rank test; median survival 6 months, Figure 1G) and three-year overall survival (p = 0.049 by the log-rank test; median survival 6 months, Figure 1H) in the 45 adenocarcinoma patients receiving first line target therapy and harboring high nuclear expressions of S100A15 (total score ≧ 4), compared with one-year median survival of 11.4 months and three-year median survival of 25.6 months in the 7 adenocarcinoma patients receiving first line target therapy and harboring low nuclear expressions of S100A15 (total score ≦ 3). There was no significant difference in S100A15 nuclear stain between early stage and advanced stage tumor or between distant metastasis and no distant metastasis in the other two pathological groups: small cell and squamous cell carcinoma. Figure 1I and 1J show representative pictures of IHC stain for S100A15 and its percentage / intensity score in patients with stage IB and stage IV lung adenocarcinoma, respectively.

**Figure 1:**
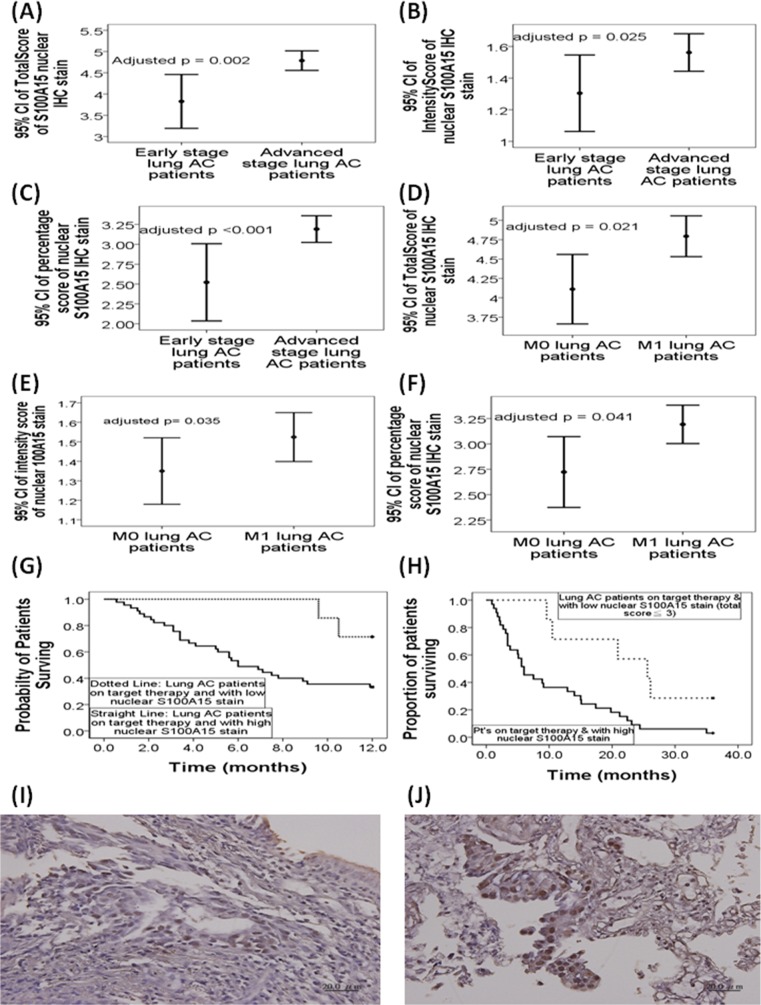
Immunohistochemistry (IHC) nuclear staining for S100A15 in patients with lung adeonocarcinoma (AC) In the 115 lung AC cases, **(A)** total score, **(B)** intensity score, and **(C)** percentage score of S100A15 nuclear stain were all significantly increased in patients with advanced tumor stage (stage IIIB and IV, n = 91) compared to that in those with early tumor stage (stage I - IIIA, n = 24). **(D)** Total score, **(E)** intensity score, and **(F)** percentage score of S100A15 nuclear stain were significantly increased in lung AC patients with distant metastasis (M1, n=77) as compared with that in those without distant metastasis (M0, n=38). Kaplan-Meier survival analysis showed significantly reduced **(G)** one-year overall survival (p=0.024 by log-rank test) and **(H)** three-year overall survival (p = 0.049 by the log-rank test) in the 33 AC patients receiving first line target therapy and harboring high nuclear expressions of S100A15 (total score < 3), compared with that in the 7 AC patients receiving first line target therapy and harboring low nuclear expressions of S100A15 (total score < 3). Immunohistochemistry analysis of S100A15 in paraffin embedded sections of **(I)** histologically proven AC, stage 1B, with nuclear percentage score 2 and nuclear intensity score 2, and **(J)** AC, stage 4, with nuclear nuclear percentage score 3 and intensity score 3.

### Decreased DNA methylation over -423/−412/−248 CpG sites of the S100A15 gene promoter region in lung adenocarcinoma patients with distant metastasis

To investigate the role of S100A15 gene promoter DNA methylation in the development of distant metastasis in lung AC patients, DNA methylation levels were measured by pyrosequencing in DNA samples extracted from the FFPE tissues of 37 adenocarcinoma patients with distant metastasis (M1), and 14 adenocarcinoma patients without distant metastasis (M0). DNA methylation levels of -423 CpG (86.57±11.89% vs. 95.57±4.72%, adjusted p<0.001, Figure 2A), -412 CpG (78.76±10.58% vs. 84.57±6.72%, adjusted p=0.062, Figure 2B), and -248 CpG (75±11.33% vs. 85.79±4.79%, adjusted p<0.001, Figure 2C) sites over the S100A15 gene promoter region were all significantly decreased in 37 AC patients with distant metastasis as compared with that in 14 AC patients without distant metastasis. Additionally, AC patients with low DNA methylation (80%) over -423 CpG site of the S100A15 gene promoter had significantly lower 1-year overall survival as compared with those with high DNA methylation (7.55±1.22 vs. 10.32±0.78 months, p=0.032 by Log-rank test, Figure 2D). Furthermore, DNA methylation levels over -412 CpG sites were significantly decreased in adenocarcinoma patients with a high percentage (>55%) of S100A15 nuclear stain positive cells as compared with that in those with a low percentage of S100A15 nuclear stain positive cells (80.7±15.8 vs. 90.9±10.8, p=0.043).

**Figure 2:**
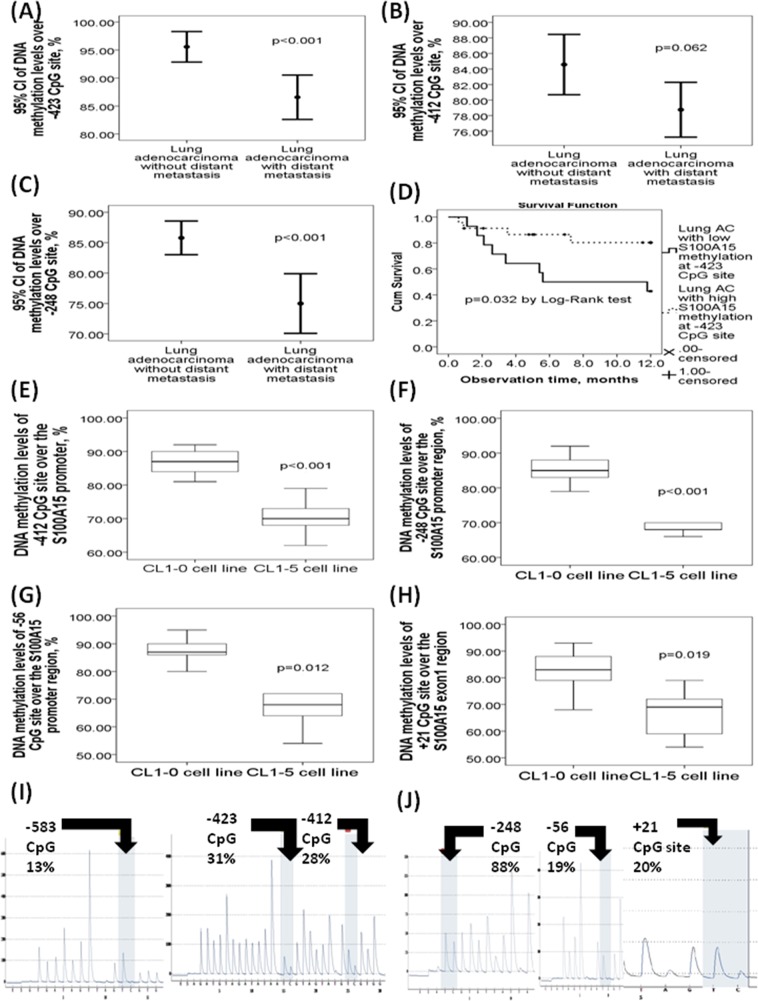
DNA methylation levels of the six CpG sites in the S100A15 gene promoter and exon 1 regions with respect to the clinical lung adenocarcinoma (AC) specimens and lung cancer cell lines DNA methylation levels of **(A)** -423 CpG site, **(B)** -412, and **(C)** -248 CpG sites were all decreased in 37 lung AC patients with distant metastasis versus 14 lung AC patients without distant metastasis. **(D)** Poorer one-year overall survival in lung AC patients with low DNA methylation levels (80%) over -423 CpG site of the S100A15 promoter as compared with those with high methylation levels. DNA methylation levels over **(E)** -412 CpG, **(F)** -248, and **(G)** -56 CpG sites of the S100A15 promoter, as well as **(H)** + 21 CpG site of the S100A15 exon 1 region were all decreased in CL1-5 cell line with high metastasis property versus that in the CL1-0 cell line with low metastasis property. **(I)** Representative pyrograms of the -583 CpG, -423 CpG, and -412 CpG sites in the S100A15 promoter region. **(J)** Representative pyrogrms of the -248, -56, and +21 CpG sites of the S100A15 gene.

### Decreased DNA methylation levels over -412/−248/−56 CpG sites of the S100A15 gene promoter region and increased S100A15 gene/protein expression in lung cancer cell lines with high metastasis property

DNA methylation levels of the -412 (71±5.2% vs. 87.55±0.98%, p value < 0.001, Figure 2E), -248 (69.78±5.45 vs. 85.22±3.89%, p<0.001, Figure 2F), and -56 (69.88±12.46 vs. 86.66±5.66%, p=0.012, Figure 2G) CpG sites in the S100A15 gene promoter region, as well as the +21 CpG site (67±8.63 vs. 80.45±11.23%, p=0.019, Figure 2H) in the S100A15 exon1 region, were significantly decreased in CL1-5 cell line as compared with that in CL1-0. Representative pyrograms showed the percentage of methylation over the 6 CpG sites (Figure 2I and 2J).

RNA-sequencing analysis showed that S100A15 gene expression was significantly increased in the three lung adenocarcinoma cell lines (CL1-5, PC9, H1975) with high metastasis potential as compared to that in CL1-0 lung adenocarcinoma cell line with low metastasis potential (all p values < 0.05). Real time quantitative RT-PCR analysis showed that gene expressions of both S100A15 splice variants long form (LF) and S100A15 short form (SF) were significantly increased in CL1-5 cell line as compared with that in CL1-0 cell line (both p values <0.05, Figure 3A and 3B) [4]. Likewise, Western blot analysis showed that S100A15 protein expression was significantly increased in the three lung cancer cell lines with high metastasis potential (S100A15/GAPDH ratio: CL1-5, 1.11L0.08, p=0.001; PC9, 1.03±0.03, p=0.002; H1975, 1.12±0.06, p<0.001) as compared with that in CL1-0 cell line (0.66±0.11, Figure 3C).

**Figure 3:**
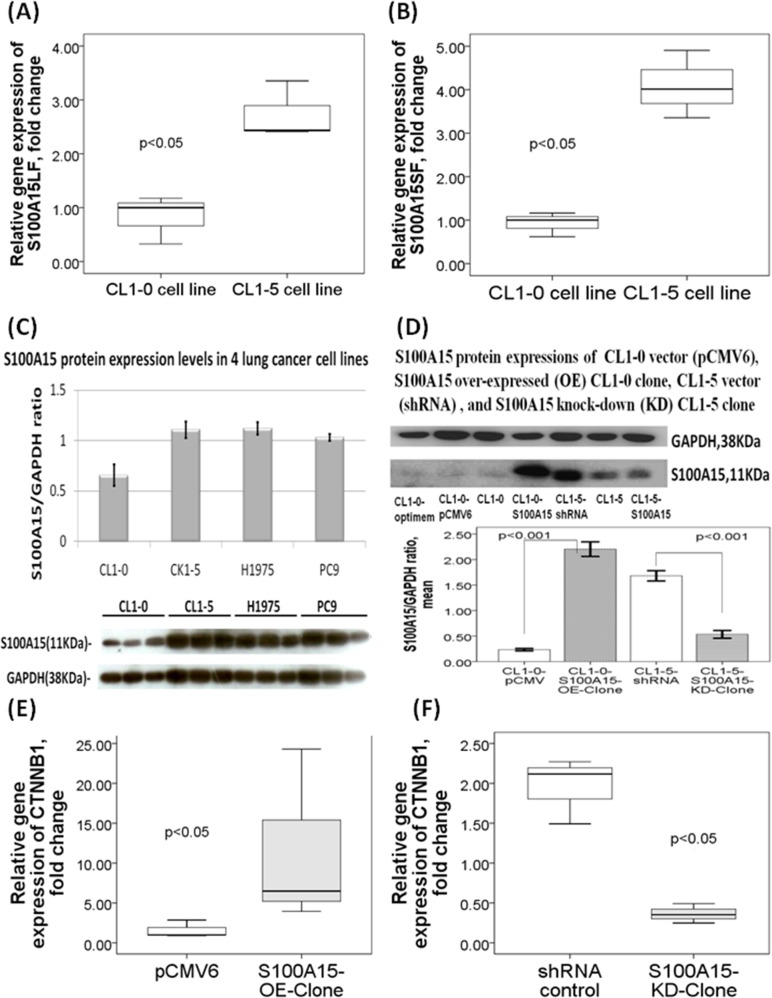
S100A15 gene and protein expressions in lung adenocarcinoma (AC) cell lines with high metastasis versus low metastasis properties Quantitative RT-PCR validation showed increased gene expressions of both **(A)** S100A15 long form (LF) and **(B)** S100A15 short form (SF) transcripts in CL1-5 cell line as compared with that in CL1-0 cell line. **(C)** Western blot results showed that S100A15 protein expression was significantly increased in the 3 lung cancer cell lines with high metastasis potential as compared to CL1-0 cell line (all p values < 0.05). **(D)** Western blot showed increased and decreased S100A15 protein expressions in S100A15 over-expressing CL1-0 cells and S100A15 knock-down CL1-5 cells, respectively. All experiments were performed independently for at least three times.

### Ectopic S100A15 expression increased cell proliferation, migration, and invasion

To further investigate the role of S100A15, CL1-0 cells were transfected with S100A15 cDNA. Immunoblot analysis reveals that S100A15 was over-expressed in CL1-0 cells (S100A15/GAPDH ratio: CL1-0-S100A15-OE-clone 2.2±0.12 vs. CL1-0-pCMV6 0.23±0.02, p<0.001, Figure 3D). Over-expression of S100A15 significantly increased CL1-0 cell proliferation, as determined by MTT assay (relative change to control pCMV6 plasmid transfected CL1-0 cells: 137.22 ± 23.78%, P=0.014) (Figure 4A) and BrdU assay (relative change to control pCMV6 plasmid transfected CL1-0 cells: 138 ± 29.4%, p=0.038) (Figure 4B). In addition, the migration of S100A15-overexpressing CL1-0 cells was significantly increased compared with that of the control cells, as determined by trans-well migration assay (relative change to control pCMV6 plasmid transfected CL1-0 cells: 247.68 ± 28.6%, P<0.05) (Figure 4C) and wound healing assay (relative change to control pCMV6 plasmid transfected CL1-0 cells: 225.67±25.35%, p<0.05) (Figure 4D). The invasion of S100A15-overexpressing CL1-0 cells was significantly increased compared with that of the control cells as determined by matrix invasion assay (relative change to control pCMV6 plasmid transfected CL1-0 cells: 2327.16±1663.12%, p<0.05) (Figure 4E).

**Figure 4:**
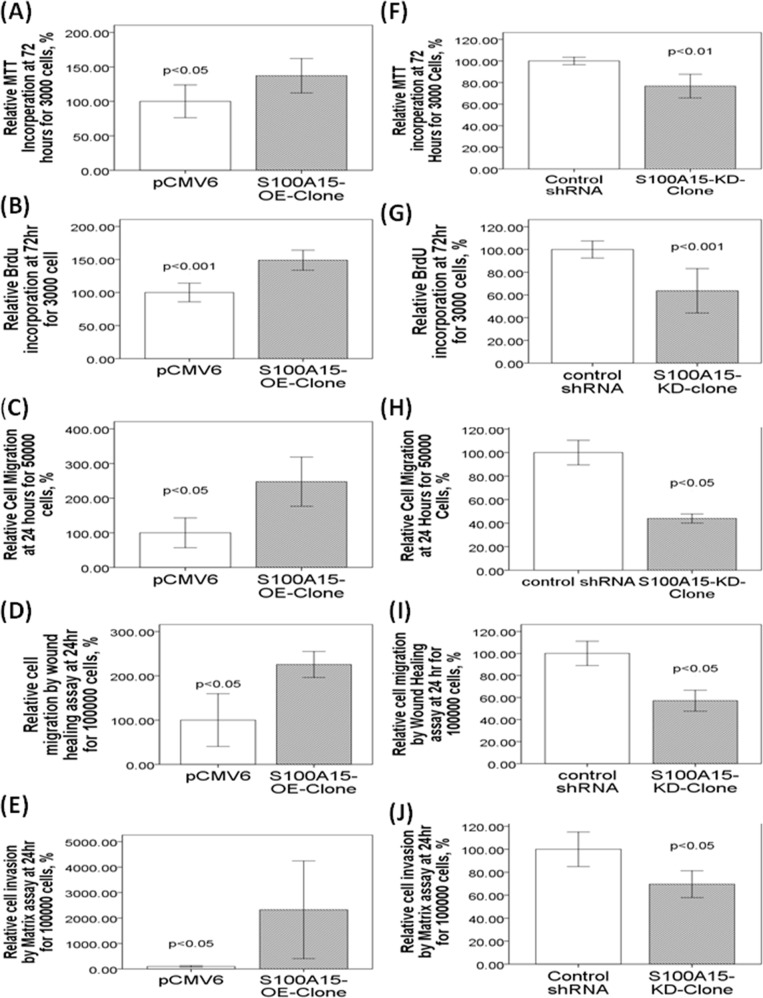
Over-expression and knock-down of S100A15 in CL1-0 and CL1-5 lung cancer cell lines, respectively, lead to changes in proliferative, migration, and invasive properties Enhanced S100A15 expression increased proliferation of CL1-0 cells. The cell proliferations of the control and S100A15-overexpressed CL1-0 cells were determined by **(A)** MTT and **(B)** BrdU incorporation analysis after 72 h of incubation. **(D)** Enhanced S100A15 expression increased migration of CL1-0 cells, as determined by **(C)** trans-well and **(D)** wound healing analysis after 24 h of incubation, and **(E)** increased invasion of CL1-0 cells. Knockdown of S100A15 decreased proliferation of CL1-5 cells, as determined by **(F)** MTT and **(G)** BrdU assays. Knock-down of S100A15 decreased migration of CL1-5 cells as determined by **(H)** trans-well and **(I)** wound healing analysis, and **(J)** decreased invasion of CL1-5 cells. The migratory and invasive cells were quantified by fluorescence dye staining. All experiments were performed independently at least three times.

### Knockdown of S100A15 decreased cell proliferation, migration, and invasion

To investigate whether decreased S100A15 expression was associated with lung adenocarcinoma progression, S100A15 expression was reduced by shRNA transfection in CL1-5 cells. The S100A15 shRNA transfection showed inhibition of S100A15 protein expression in the stable CL1-5 clone (S100A15/GAPDH ratio, CL1-5-S100A15-KD-clone 0.53±0.07 vs. CL1-5-shRNA 1.68±0.09, p<0.001, Figure 3D). Knockdown of S100A15 significantly decreased CL1-5 cell proliferation, as determined by MTT assays (relative change to control shRNA plasmid-transfected CL1-5 cells: 76.7±15.5%, p=0.001) (Figure 4F) and BrdU assay (relative change to control shRNA plasmid-transfected CL1-5 cells: 63.6 ± 23.4%, p<0.001) (Figure 4G). In addition, the migration of S100A15-knockdown CL1-5 cells was significantly decreased compared with that in the control cells as determined by transwell migration assay (relative change to control shRNA plasmid-transfected CL1-5 cells: 43.91±3.32%, p<0.05) (Figure 4H) and wound healing assay (relative change to control shRNA plasmid-transfected CL1-5 cell: 57.15±8.25%, p<0.05) (Figure 4I). The invasion of S100A15-knockdown CL1-5 cells was significantly decreased compared with that of the control cells as determined by matrix invasion assay (relative change to control shRNA plasmid-transfected CL1-5 cells: 69.58±10.15%, p<0.01) (Figure 4J).

### Identification of S100A15-regulated genes by NGS

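Messenger RNA was sequenced from CL1-0 and CL1-5, established human lung adenocarcinoma cell lines, as 1 library per condition: CL1-0 control, S100A15-overexpressing CL1-0 (S100A15 OE), CL1-5 control, and CL1-5 cells carrying S100A15 shRNA (S100A15 KD). With 1 library per condition, none of the differences between conditions has a replicate check, and no p-value across genes is given. The authors mapped the MiSeq reads and deposited a normalized log2 value for each of 56595 Ensembl genes, from which they had subtracted the median of the 4 libraries for that gene. The level of a gene was thereby lost, and the difference between the values of a gene in 2 libraries is its log2 fold change. Values were 0 in all 4 libraries for 26609 genes, which leaves 29986 genes with signal. Log2 fold changes were computed within each cell line, as S100A15 OE over control in CL1-0 and as control over the library labelled S100A15 knockdown in CL1-5, so that a positive value stands for higher expression on the side the labels give as high in S100A15. The contrasts share no library. Total reads per library are not known from these values. Libraries without reads of a gene were set to a common low value, the floor, and the distance from this floor to the commonest lone value was taken as 1 read. Read numbers could be inferred in this way for 8440 genes with a library at the floor. By the same distances, the S100A15 OE library was 1.57 times as deep as the CL1-0 control and the S100A15 KD library 1.92 times as deep as the CL1-5 control. No reads allow up to 3 reads, so a fold against a library at the floor is given as a lower bound, which covers counting error only.

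S100A15 is listed under its symbol S100A7A (ENSG00000184330), which lies on chromosome 1 of GRCh38 from 153416520 to 153423222 in GENCODE version 44. Its log2 value was -3.66 in the CL1-0 control and -3.66 in the CL1-5 control, both at the floor with 0 inferred reads. The value was 14.20 in S100A15 OE, from 144845 inferred reads, at least 30806-fold higher than in the CL1-0 control. In the library labelled S100A15 knockdown, the value was 3.66, from 117.75 inferred reads, at least 20.4-fold higher than in the CL1-5 control. These reads go against the label, but carry-over at the share of 2 other genes of the S100A15 OE library predicts between 74.7 and 175.1 reads there, so how many are the cells' own is not known. The directions given for this cell line rest on the labels of its 2 libraries, not on a measured fall of S100A15 RNA. By Western blot, the paper reports less S100A15 protein in its knockdown clone than in the control shRNA cells. The neighbouring gene S100A7 (ENSG00000143556) shares 96.0% of the 303 bases of the S100A7A coding sequence, and reads of the pair are uncertain where the counting could split them. Its log2 values were -2.29 in both controls, 12.44 in S100A15 OE and 2.29 in the library labelled S100A15 knockdown.

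**Figure D1:**
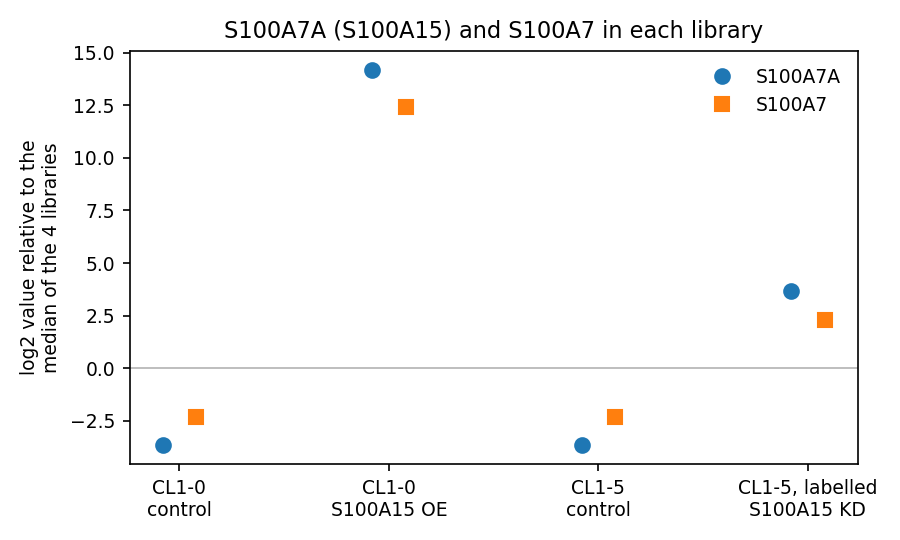
Log2 values of S100A7A (circles) and S100A7 (squares), relative to the median of the 4 libraries, in the 4 libraries on the x axis. S100A7A lies at -3.66 in both controls, at 14.20 in S100A15 OE and at 3.66 in the library labelled S100A15 knockdown; each point is 1 library.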

Differentially expressed genes (DEG) between CL1-0 and S100A15-overexpressing CL1-0, and between CL1-5 and S100A15-knockdown CL1-5 cells were calculated from the raw reads using the DESeq method. Unsupervised hierarchical clustering identified 518 DEGs up-regulated and 1378 DEGs down-regulated in both S100A15-overexpressing CL1-0 and CL1-5 as compared with that in both CL1-0 and S100A15-knockdown CL1-5 cells (Figure 5A). 

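The paper's methods name a p-value threshold for significance in general and a Benjamini and Hochberg correction for the sequencing data, and its text names no fold behind these DEGs. Here a gene was counted when its fold reached 1.1 in each cell line, the smallest fold, to 1 decimal, among the values that the paper prints in Supplementary Table 1 for genes other than ZEB1. Of the 29986 genes with signal, 3843 were higher with S100A15 in both cell lines, that is, higher in S100A15 OE than in the CL1-0 control and higher in the CL1-5 control than in the library labelled S100A15 knockdown. Another 4379 genes were lower in both. Changes in opposite directions were seen in 9615 genes, of which 4776 were higher in CL1-0 and lower in CL1-5, and 4839 the reverse. The share of genes past the threshold in both cell lines that changed the same way was 46.1%. Of the other thresholds, 2-fold moved these numbers most, to 332 genes higher in both, 922 lower in both and 1559 in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the 2 cell lines had a Pearson r of -0.0582 and a Spearman rho of -0.0662. Over the 14226 protein-coding genes without a library at the floor, a selection chosen after the data were examined, r was 0.00528 and rho -0.0531.

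Among genes without a library recognized at the floor, the 5 with the largest smaller fold on the higher side were ACTA2, GBP4, AC017101.10, AMIGO2 and CD69. The log2 fold change of GBP4 (ENSG00000162654) was 2.69 in CL1-0 and 5.65 in CL1-5. AC017101.10 gave 2.59 in CL1-0 and 3.81 in CL1-5, and AMIGO2 gave 4.05 in CL1-0 and 2.41 in CL1-5. By a looser rule for the floor, chosen after the data were examined, ACTA2, CD69 and GABRG3 do have a library at the floor. ACTA2 (ENSG00000107796) had 0 inferred reads in the CL1-0 control and 4.5 in S100A15 OE, which gives no fold. Its log2 fold change in CL1-5 was 2.75, from only 15.76 inferred reads in the control and 4.5 in the library labelled S100A15 knockdown. CD69 (ENSG00000110848) had 2 inferred reads in the CL1-5 control and 0 in the library labelled S100A15 knockdown, which gives no fold, and 3 in the CL1-0 control against 26.9 in S100A15 OE. On the lower side they were GABRG3, STRA6, SHANK2, RP11-93K22.13 and NOG. GABRG3 (ENSG00000182256) was at least 5.12-fold lower in CL1-0. In CL1-5 it was 5.21-fold lower against 3 reads, which is no lower bound, since the CL1-5 control had 0.5 inferred reads. STRA6 (ENSG00000137868) had log2 fold changes of -4.28 in CL1-0 and -5.11 in CL1-5, and SHANK2 had -4.15 in CL1-0 and -4.33 in CL1-5. For RP11-93K22.13 the log2 fold changes were -3.65 in CL1-0 and -3.75 in CL1-5, and for NOG -3.27 in CL1-0 and -4.30 in CL1-5.

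Figure 5A clusters the libraries on the DEGs. Over all genes with signal, the Pearson r between libraries was 0.366 for the CL1-0 control and S100A15 OE and 0.298 for the CL1-5 control and the library labelled S100A15 knockdown. Between the libraries on the low side of S100A15 by label, the CL1-0 control and the library labelled S100A15 knockdown, r was -0.575. Between S100A15 OE and the CL1-5 control it was -0.536. Subtraction of the median of the 4 libraries by itself pulls r between libraries below 0. Only the order of these values is therefore read. Average-linkage clustering on 1 minus r joined the libraries by cell line, with the CL1-0 pair at a height of 0.634 and the CL1-5 pair at 0.702. Clustering was repeated, as a choice made after the data were examined, over genes selected for a change in the same direction. Over the 8222 genes of this kind at 1.1-fold the libraries still joined by cell line. Over the 1254 genes at 2-fold they joined by S100A15 state, with the CL1-0 control and the library labelled S100A15 knockdown at a height of 0.942.

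**Figure D2:**
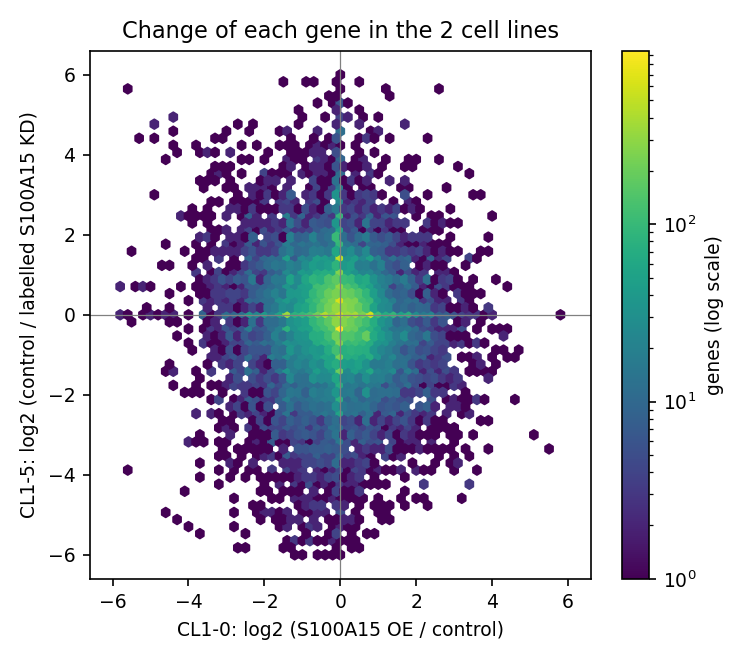
Log2 fold change of each gene in CL1-0 (x axis, S100A15 OE over control) and in CL1-5 (y axis, control over the library labelled S100A15 knockdown), with the number of genes per hexagon in color on a log scale. The plot holds 29828 genes, and 158 genes beyond 6 on either axis are not drawn. Across all genes with signal, r was -0.0582.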

Among the 518 DEGs, we further investigated gene functions and categorized according to specific biological processes by using the GO enrichment analysis. 

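Supplementary Table 1 prints, for each gene, its value in each of the 4 libraries over the median of the 4. The copy of this table used here holds 63 genes of the 518, sorted into 5 pathways, so no overlap or set test was run on it. Of the 63 genes, 62 were higher with S100A15 in both cell lines by the labels, and 61 of them by at least 1.1-fold in each. The exception in direction was ZEB1, which was lower in both. For 62 of the genes, the deposited values matched those of the table within 0.001. The gene with a difference was CTNNB1. These genes were chosen by the authors on the same 4 libraries, and S100A15 RNA itself gave no check of the labels in CL1-5. The median log2 fold change of the 63 genes was 0.57 in CL1-0 and 0.42 in CL1-5. By the deposited values, 5 genes in CL1-0 and 8 in CL1-5 were at least 2-fold higher, and the 1 gene in both counts was H2BFS (ENSG00000234289, chromosome 21 of GRCh38 from 43565182 to 43565648). Its differences of 3.42 in CL1-0 and 2.94 in CL1-5 on the log2 scale rest on 0 inferred reads in the CL1-0 control, 6.5 in S100A15 OE, 4 in the CL1-5 control and 1 in the library labelled S100A15 knockdown. Against 3 reads, H2BFS was at least 1.38-fold higher in CL1-0, so a change of 2-fold in both is not shown. In CL1-5 the fold against 3 reads was 2.56, which is no lower bound, since the library labelled S100A15 knockdown had 1 read. The smallest increase in CL1-5 belonged to YWHAZ (ENSG00000164924), with 0.14 there and 0.48 in CL1-0.

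By pathway, the 16 genes printed under NOTCH signaling had a median log2 fold change of 0.61 in CL1-0 and 0.38 in CL1-5, and the 16 under cell proliferation 0.50 in CL1-0 and 0.52 in CL1-5. The 13 genes under protein kinase binding had medians of 0.59 in CL1-0 and 0.56 in CL1-5. The 9 genes under methyltransferase activity had 0.58 in CL1-0 and 0.41 in CL1-5, and the 9 under ubiquitin-dependent protein degradation 0.67 in CL1-0 and 0.39 in CL1-5. For NOTCH signaling, a list of 16 transcriptional targets and components of the pathway had been fixed before the data were examined. Its median was -0.35 in CL1-0, at percentile 3.27 of 10000 random lists of the same size matched on biotype, floor and transcript length. In CL1-5 the median was -0.42, at percentile 1.74. Of the 16 genes of the list, 5 were higher in CL1-0 and 7 in CL1-5. The genes of this list with the largest changes were NOTCH3, with -0.98 in CL1-0 and -9.39 in CL1-5, DLL4, with -2.82 in CL1-0 and -2.71 in CL1-5, and GATA3, with -0.96 in CL1-0 and -3.05 in CL1-5. NOTCH3 is among 109 protein-coding genes that were more than 5 (log2) lower in the CL1-5 control than in each other library. For that group, causes other than S100A15 stay open.

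**Figure D3:**
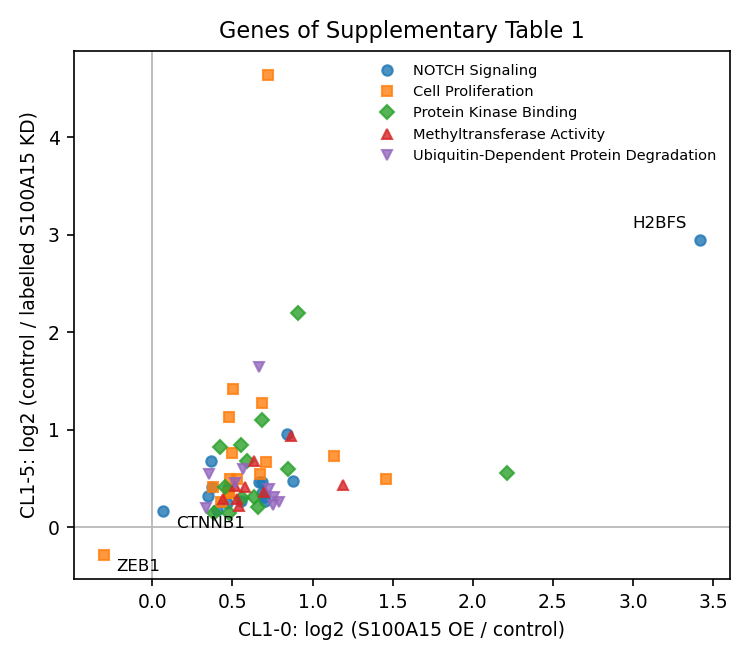
Log2 fold change in CL1-0 (x axis, S100A15 OE over control) and in CL1-5 (y axis, control over the library labelled S100A15 knockdown) of the 63 genes of Supplementary Table 1, with a marker for each pathway; each point is 1 gene. All points but ZEB1 lie above 0 on both axes, and the point of H2BFS rests on 6.5 inferred reads or fewer in each library.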

Abundantly enriched signaling pathways include gene sets involved in NOTCH signaling, cell proliferation, protein kinase binding, methyltransferase activity, and ubiquitin-dependent protein degradation (Supplementary Table 1). To better understand the biological context of the changes in lung cancer cell lines affected by S100A15, the 518 DEGs that were potentially induced by S100A15 were analyzed using Ariadne's pathway buildup for direct interaction and enriched by the sub-network enrichment analysis to identify putative expression networks and their corresponding regulators. The enriched sub-networks consisting of a set of single seed genes with target genes associated to the seed among these DEGs are presented in a circular pathway layout (Figure 5B). 

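In Figure 5B, read by eye, 46 genes stand in the network besides S100A7A, and 14 of them are also in the copy of Supplementary Table 1. All 46 had signal. Of these, 44 were higher with S100A15 in both cell lines by the labels, and 42 by at least 1.1-fold in each. The median log2 fold change was 0.64 in CL1-0 and 0.54 in CL1-5. The others were ZEB1 and HSPA2 (ENSG00000126803), whose log2 fold change was 2.15 in CL1-0 and -0.42 in CL1-5. CTNNB1 (ENSG00000168036), which encodes β-catenin, lies on chromosome 3 of GRCh38 from 41194741 to 41260096. Its log2 value was -0.10 in the CL1-0 control, -0.03 in S100A15 OE, 0.20 in the CL1-5 control and 0.03 in the library labelled S100A15 knockdown. This gives a fold of 1.05 in CL1-0, a log2 fold change of 0.07, and a fold of 1.12 in CL1-5, a log2 fold change of 0.17. By the deposited values, 1 of the other genes of the network had a smaller log2 fold change than CTNNB1 in CL1-0, and 3 had a smaller one in CL1-5. HSPA8 (ENSG00000109971) had the largest in CL1-0, 2.94, with 1.10 in CL1-5. CAPZA1 (ENSG00000116489) had 0.83 in CL1-0 and the increase nearest to 0 in CL1-5, 0.13. Other genes of the network were E2F1, with 0.50 in CL1-0 and 1.42 in CL1-5, and SAMHD1, with 0.52 in CL1-0 and 2.98 in CL1-5. HRAS had 0.48 in CL1-0 and 1.13 in CL1-5, and NQO1 had 0.44 in CL1-0 and 0.27 in CL1-5.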

Forty six sub-networks altered between S100A15 over-expression and knockdown were built around the seed of CTNNB1 (β-catenin). Overall, our data reveal an important physiological role for S100-A15 in comprehending the proliferative, metastatic, and invasive properties of lung adenocarcinoma which may be orchestrated by CTNNB1 with the involvement of ZEB1, CDC42, HSP90AA1, PCNA and BST2. 

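Of the genes named with CTNNB1, ZEB1 (ENSG00000148516, chromosome 10 of GRCh38 from 31318495 to 31529814) was lower with S100A15 in both cell lines, with a log2 fold change of -0.30 in CL1-0 and -0.28 in CL1-5. CDC42 (ENSG00000070831, chromosome 1 from 22052627 to 22101360) was higher, with 0.64 in CL1-0 and 0.31 in CL1-5. HSP90AA1 (ENSG00000080824, chromosome 14 from 102080742 to 102139699) had a log2 fold change of 2.21 in CL1-0 and 0.56 in CL1-5. For PCNA (ENSG00000132646, chromosome 20 from 5114953 to 5126626), the log2 fold change was 1.46 in CL1-0 and 0.50 in CL1-5. BST2 (ENSG00000130303, chromosome 19 from 17402939 to 17405630) rose by 0.72 in CL1-0 and by 4.64 in CL1-5. BST2 is also 1 of the 40 genes of an interferon list, all of which were higher in the CL1-5 control than in the library labelled S100A15 knockdown. The directions in CL1-5 rest on the labels, since no fall of S100A15 RNA was measured in the library labelled S100A15 knockdown.

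Lists fixed before the data were examined were read in the same way as the NOTCH list. Over 40 DNA replication genes the median log2 fold change was 0.64 in CL1-0, at percentile 100 of the random lists, and 0.37 in CL1-5, at percentile 98.9. Of these genes, 8 are in Supplementary Table 1 or Figure 5B and so were picked by the authors on the same libraries. CLSPN had 1.69 in CL1-0 and 1.21 in CL1-5, RRM2 had 1.64 in CL1-0 and 0.78 in CL1-5, and POLE2 had 1.48 in CL1-0 and -1.11 in CL1-5. Over 20 mitosis genes the median was 0.51 in CL1-0, at percentile 99.98, and -0.76 in CL1-5, at percentile 0.01. The genes with the largest changes were BUB1B, with 0.92 in CL1-0 and -1.48 in CL1-5, CENPE, with 0.82 in CL1-0 and -1.42 in CL1-5, and KIF20A, with 0.31 in CL1-0 and -1.57 in CL1-5. A list of 22 genes of the epithelial-mesenchymal transition, among them ZEB1, holds epithelial and mesenchymal markers, which the transition moves in opposite directions, so its median tells no direction of the transition. The median was -0.48 in CL1-0, at percentile 0.24, and 0.00 in CL1-5, at percentile 36.2. The matrix metalloproteinase gene MMP9 had -3.20 in CL1-0 and -3.44 in CL1-5, MMP2 had -1.60 in CL1-0 and -2.81 in CL1-5, and CDH1, which encodes E-cadherin, had -2.43 in CL1-0 and -0.98 in CL1-5. Over 20 Wnt target genes, which β-catenin activates, the median was -0.34 in CL1-0, at percentile 1.95, and -0.18 in CL1-5, at percentile 9.8. Of the 20 genes, 4 were higher in CL1-0 and 10 in CL1-5. The median in CL1-5 was 0 with genes at the floor taken at 3 reads, so the list gave no common direction there. DKK1 had -1.43 in CL1-0 and -8.004 in CL1-5, AXIN2 had -0.46 in CL1-0 and -3.24 in CL1-5, and RNF43 had -1.44 in CL1-0 and -1.98 in CL1-5. DKK1 is among 109 protein-coding genes that were more than 5 (log2) lower in the CL1-5 control than in each other library. For that group, causes other than S100A15 stay open. From the network of genes up-regulated with S100A15, the paper proposes that CTNNB1 orchestrates the proliferative, metastatic and invasive properties that it ascribes to S100A15. The paper also measured CTNNB1 by quantitative RT-PCR, where the changes in both cell lines were larger than in the deposited values.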

Using real time quantitative RT-PCT method, we demonstrated that CTNNB1 gene expression of the S100A15-overexpressing CL1-0 cells was significantly increased as compared with that of the control pCMV6 cells (fold change 11.57±11.08 vs. 1.59±1.1, p<0.05, Figure 3E), while that of the S100A15-knockdown CL1-5 cells was significantly decreased as compared with that of the control shRNA cells (fold change 0.36±0.12 vs. 1.96±0.41, p<0.05, Figure 3F).

**Figure 5:**
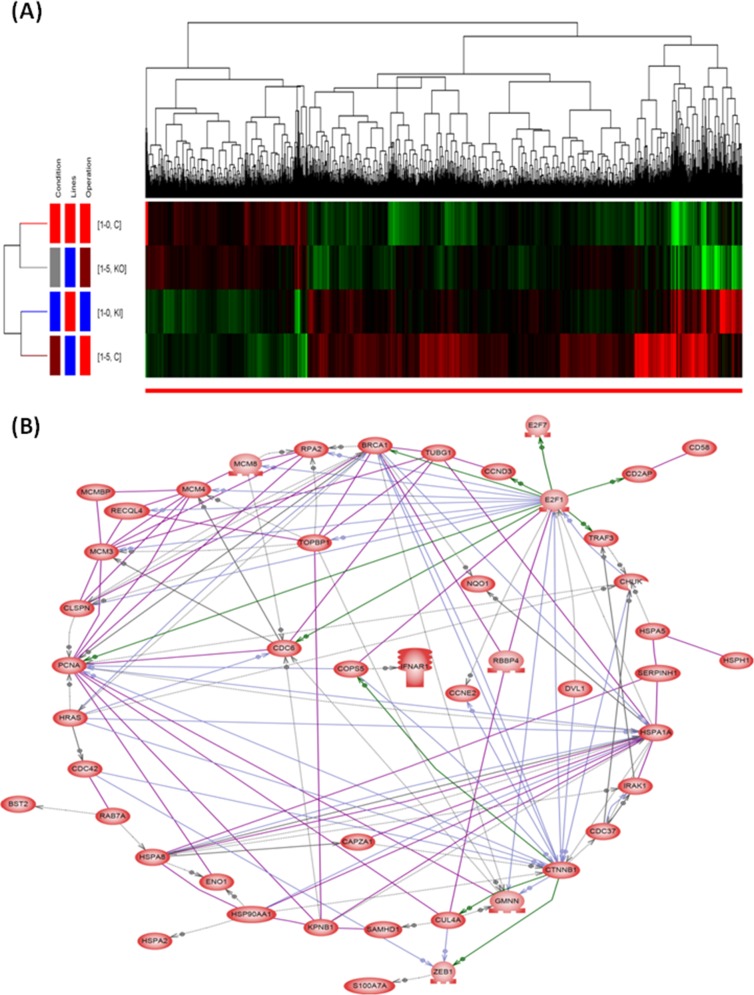
Hierarchical clustering dendrograms and direct interaction network of the significantly regulated genes by S100A15 **(A)** The red blocks represent under-expressed genes and the green blocks represent over-expressed genes. Totally, 518 differentially expressed genes were up-regulated and 1378 down-regulated in CL1-5 and S100A15 over-expressing CL1-0 as compared with CL1-0 and S100A15 knock-down CL1-5 lung AC cell lines. **(B)** The seed genes enriched by the sub-network analysis among the 518 genes up-regulated by S100A15.

## DISCUSSION

Recently, several S100A family members have been recognized as a critical regulator of the metastatic process and epithelial-mesenchymal transition occurrence in several human cancers. Among them, S100A4 and S100A6 have been reported to be epigenetically up-regulated in nasopharyngeal and gastric cancer by DNA hypomethylation over their gene promoter regions, while S100A2 and S100A10 down-regulated in head/neck and pituitary cancer by DNA hypermethylation [12, 13]. Our data provide evidence that S100A15 aggravates metastatic progressing in lung adenocarcinoma *in vivo* and *in vitro* through DNA hypomethylation over its gene promoter region, and CTNNB1-centered down-stream mediators.

Several S100 family genes can differently modulate tumor cells, tumor environment, and tumor cell migration to influence epithelial carcinogenesis. Both the S100 family genes containing CpG islands in their promoter regions, including S100A11, S100A2, S100A6, and S100A10, as well as relatively CpG-poor genes (S100A4), can be silenced by DNA methylation [10]. DNA methylation at promoter-associated CpG islands or individual CpG site involves association of methyl-binding domain proteins, histone deacetylases, and inhibitory histone modifications, and rebuilds chromatin to a tightly packed, transcriptionally inactive form, abrogating the binding of a transcription factor and RNA polymerase 2 [14]. For the first time, we found that S100A15 promoter hypomethylation at the three CpG sites and its enhanced expression were both associated with a higher metastasis potential and poorer outcome in lung adenocarcinoma patients. Moreover, we verified this phenomenon in lung adenocarcinoma cell lines with high versus low metastasis properties. In line with our findings, DNA hypomethylation and enhanced gene expression of S100A4 can increase invasive ability and promote metastasis in nasopharyngeal, laryngeal, and endometrial carcinoma [12, 15, 16]. Likewise, increased S100A6 expression and its DNA hypomethylation are associated with poor prognosis in gastric cancer [13]. S100A6 and S100A10 demonstrated tumor-specific hypermethylation in medulloblastoma primary tumors and cell lines, which was associated with their transcriptional silencing, while decreased S100A10 expression associated with increased promoter CpG methylation was noted in primary human pituitary tumors [17, 18]. Because nuclear accumulation of S100A15 was evidenced by IHC stain in the lung adenocarcinoma patients with distant metastasis, we speculate that its nuclear translocation from beneath the plasma membrane region is the first step to exert its down-stream oncogenic activities. Further investigation is required to clarify the relationship between DNA hypomethylation of the S100A15 gene promoter and its nuclear translocation.

The lack of clinical association with S100A15 in the other two pathological types (squamous cell and small cell carcinoma) of lung cancer in the present study could be attributed to several reasons. First, the interaction between epidermal growth factor receptor and S100A family can promote angiogenesis and metastasis in a variety of cancers, whereas the percentage of EGFR mutations is relatively small in these 2 types of lung cancers [19, 20]. Second, some S100A family members contribute to progression of squamous cell carcinomas, while others maintain the differentiated state of epithelium and contribute to a less invasive tumor type [21–24]. Although relative strong expression of nuclear S100A15 was found in squamous cell carcinoma, its biological function in this type of lung cancer remains to be determined. Third, little expression of the S100A family is found in a variety of small cell cancers [25, 26]. S100A15 may not play a pivotal role in small cell lung cancer.

S100A15 binds directly to HER2 and regulates MMP2 to contribute to cell proliferation and invasion of breast cancer, respectively [27]. With tumor progression, S100A7 translocates into the nucleus, where the psoriasin—Jab1 complex transactivates tumor-promoting AP-1 targets and oncogenic COP9 signalosome signaling, while loses the cytoplasmic function as a negative regulator of β-catenin mediated oncogenic c-Myc activity. On the other hand, S100A15 downstream signaling that could be important for tumor cell survival remains to be largely unknown [7, 28]. For the first time, our NGS data identified 518 DEGs up-regulated by S100A15 and 1378 DEGs down-regulated by S100A15, with the former mapped to 46 sub-network seed genes. Among them, CTNNB1, ZEB1, CDC42, HSP90AA1, BST2, PCNA, and E2F1 have all been shown to promote lung cancer progression, while SAMHD1, HRAS, and NQO1 serve as tumor suppressor genes [29–33].

In summary, this study provides compelling evidence that S100A15 promote tumor progression in lung adenocarcinoma. S100A15 may exert its oncogenic function, initiated by DNA hypomethylation over its gene promoter region and mediated by CTNNB1-centered down-stream genes. Both enhanced S100A15 expression and its gene promoter DNA hypomethylation can serve as biomarkers predicting high metastasis potential and poor outcome in lung adenocarcinoma patients. Further investigation on S100A15 functions and its epigenetic regulations may provide a potential treatment strategy for lung cancer.

## MATERIALS AND METHODS

### Subjects and clinical phenotypes in lung cancer

FFPE tissue sections of lung tumor had been obtained from a cohort of 178 patients undergoing bronchoscopy-guided biopsy for diagnosis of lung tumor at the broncho-scope room of Kaohsiung Chang Gung Memorial Hospital (KCGMH) during 2007 through 2009. Tissue procurement was approved by the Institutional review board of the CGMH (certificate number: 102-0911B). Final pathological diagnoses included AC, squamous cell carcinoma, small cell carcinoma, and large cell carcinoma.

### IHC staining and its evaluation for S100A15

FFPE sections were deparaffinized, and antigen retrieval was carried out as previously described [1]. The tissue sections were then incubated for 1 h at room temperature with anti-human S100 calcium binding protein A15 (anti-hS100A15; 1:5000; a gift from Stuart H. Yuspa, Laboratory of Cancer Biology and Genetics Center for Cancer Research, National Cancer Institute, USA) overnight, followed by 30 min-incubation with goat anti-mouse IgG conjugated to a horseradish peroxidase-labeled polymer (Envision+ System; DakoCytomation, Carpinteria, California, USA).

Each slide was evaluated for S100A15 immunostaining using a semi-quantitative scoring system for both staining intensity and the percentage of positive tumor/pulmonary epithelial cells as described previously [1]. IHC staining overview was performed by two independent trained readers, who were blinded to the clinical outcome, tumor stage, and histopathology. The tissue sections were scored by manually counting ≥ 500 cells based on the percentage of immunostained cells (0–10% = 0; 10–30% = 1; 30–50% = 2; 50–70% = 3 and 70–100% = 4) and staining intensity (negative = 0; mild = 1; moderate = 2; and intense = 3). A total score of nuclear staining was obtained by adding the scores of percentage positivity and staining intensity.

### Measurement of DNA methylation levels over S100A15 gene promoter region by bisulfite pyro-sequencing method

Genomic DNA was isolated from the FFPE tissues and cancer cell lines using a genomic DNA purification kit (Puregene). 

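On chromosome 1 of GRCh38, all 6 positions are the cytosine of a CG dinucleotide on the reference strand. In GENCODE version 44, exon 1 of S100A7A runs from 153416520 to 153416563, and the coding sequence starts in exon 2 at 153418083. The start site implied by the stated offsets is 153416524. The site at 153415941 lies in the reference sequence TTTCTTTGTTCGTGTGATGATT, 579 bases before exon 1. The site at 153416101 lies in GACATTAAAACGCTCAGTAAGC and is 419 bases before exon 1, and its neighbour at 153416112 lies in GCTCAGTAAGCGGTGGGGGTCA, 408 bases before it. The site at 153416276 lies in ACACATGTACCGCTGCCTTACC, 244 bases before exon 1, and the site at 153416468 lies in CCTCCCAACCCGTGGGAAGAGC, 52 bases before it. The site at 153416544 lies in TCCTTCTACTCGTGACACTTCC, inside exon 1 and before the coding sequence. The span of 605 bases from the first to the last site holds 6 CpG, so that every CpG of the span is among the sites named. Its GC content is 51.4% and its observed over expected CpG is 0.150. The 1000 bases before exon 1 hold 7 CpG. No sequenced sample is behind these facts.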

Four regions of the S100A15 promoter element (GenBank accession number, NM_176823.3; Gene ID, 338324 (S100A7A)), including six CpG cites (−583, -423, -412, -248, -56, and +21 from transcription start site; chromosome 1: 153415941, 153416101, 153416112, 153416276, 153416468, and 153416544, based on UCSC genome browser GRCh38/hg38 Assembly) were amplified. Bisulfate treatment was performed using EpiTect 96 Bisulfite Kit (Qiagen) and PCR amplification was performed using PyroMark PCR Kit (Qiagen), as described previously [34]. The PCR condition was 45 cycles of 95°C for 20 s, 50°C for 20 s, and 72°C for 20 s, followed by 72°C for 5 min. Primer sequences used for PCR amplification and pyro-sequencing for the 5 regions were listed in Table 2. The biotin-labeled PCR product was captured by Streptavidin-Sepharose HP (Amersham Pharmacia). Quantitation of cytosine methylation was done using the PyroMark Q24 system (Qiagen). The amount of C relative to the sum of the amounts of C and T at each CpG site was calculated as percentage.

**Table 2:** PCR amplification, pyrosequencing, and RT-PCR primers used in measuring DNA methylation and mRNA levels of the S100A15 gene and its promoter regions

Primers	Sequences
Region 1 for -583 CpG site	
Forward PCR Primer	5′-GATTTATAGTATAGGGGATAAGAGTAAGGA
Biotinylated Reverse PCR Primer	5′-TCCCAAATTTACTCAACTAATAAACACAAC
Forward Sequencing Primer	5′-GGGGATAAGAGTAAGGAT
Region 2 for -423/−412 CpG site	
Forward PCR Primer	5′-GGGTTGAGGAGGATGTAAGAGTAGT
Biotinylated Reverse PCR Primer	5′-CTCCCCCAATACTTCCACACATTT
Forward Sequencing Primer	5′-AAGAGTAGTAGGTGTTTT
Region 3 for -248 CpG site	
Biotinylated Forward PCR Primer	5′-TGTTTATTAGTTGAGTAAATTTGGGAATAT
Reverse PCR Primer	5′-CAAACTCCCAAAAACAACATAATCTTATT
Reverse Sequencing Primer	5′-ACACATTTATTATAACAACCTATT
Region 4 for -56 CpG site	
Forward PCR Primer	5′-ATGTTGTTTTTGGGAGTTTGAAAT
Biotinylated Reverse PCR Primer	5′-AACACACCCAAAAAACTATACTC
Forward Sequencing Primer	5′-ATTTTTTGATTTGTTATTATATATG
Region 5 for +21 CpG site	
Forward PCR Primer	5′-AGGTTGAGTTTTATAAAGGATTGTTT
Biotinylated Reverse PCR Primer	5′-CCCAAACTTCTAAAACTTTATCCACAA
Forward Sequencing Primer	5′-ATAAAGGATTGTTTTTTGTTTAAAT
S100A15 LF RT-PCR	
hS100A15LF-Forward	5′-ACGTCACTCCTGTCTCTCTTTGCT
hS100A15LF-Reverse	5′-TGATGAATCAACCCATTTCCTGGG
S100A15 SF real-time RT-PCR	
hS100A15SF-Forward	5′-CAAGTTCCTTCTGCTCCATCTTAG
hS100A15SF-Reverse	5′-AGCCTTCAGGAAATAAAGACAATC
GAPDH real-time RT-PCR	
Forward	5′-GAAGAGCCAAGGACAGGTAC
Reverse	5′-CAACTTCATCCACGTTCACC

### *In vitro* experimental procedures

#### Lung cancer cell line culture

The human lung AC cell line CL1 was obtained from a 64-year-old man with a poorly differentiated adenocarcinoma [35]. The CL1-0 (low metastasis potential), CL1-5 (high metastasis), PC9 (Deletion of Exon 19 of EGFR, high metastasis), and H1975 (L858R+T790M mutations of EGFR, high metastasis) cells were all provided by Dr. Pan-Chyr Yang (Department of Internal Medicine, National Taiwan University Hospital, Taipei, Taiwan, Republic of China) and were cultured at 37°C with 5% CO2 in RPMI 1640 media that was supplemented with 10% fetal bovine serum (FBS)1 (Invitrogen, Gaithersburg, MD) and 2 g/liter NaHCO3. The four cancer cells were grown in serum- containing media until the cell density reached 70–80% confluence in the culture dish. After incubation, the total number of viable and dead cells in the four cancer cells was determined using the trypan blue dye exclusion assay. The percentage of cell viability was determined to be > 98%.

### *In vitro* gene knockdown and over-expression

The lipofectamine 2000 transfection reagent was used to achieve gene silencing of S100A15 by transfection with the shRNA, which was performed according to the manufacturer's instructions (Santa Cruz Biotechnology, Santa Cruz, CA). Half a microgram of S100A15 shRNA or half a microgram of scrambled control shRNA with 6 μl of shRNA transfection reagent (3 × 10^5^ cells/well) was used for each shRNA transfection. Knockdown of S100A15 in CL1-5 was performed using lentiviruses, which were produced by co-transfecting HEK293T with pLKO-AS3-S100A15 and packaging plasmids (pCMV6). The stable clones were established by puromycin selection. The efficacy of the S100A15 shRNA plasmid was assessed by flow cytometry and Western blot methods. S100A15 gene over-expression was achieved through transfection with a commercial virus vector using the TurboFect transfection reagent according to the manufacturer's instructions (OriGene Technologies, Inc., Rockville, MD). For each well of transfection, 4 μg of virus DNA or empty vector control with 12 μl of TurboFect transfection reagent was added to 100 μl of serum-free medium. The solution was mixed gently and overlaid onto the cells in complete medium supplemented with 10% FBS for further study. For S100A15 overexpression, CL1-0 cells were transfected with pCMV6 or pCMV6-S100A15 plasmid by Lipofectamine for 8 hours.

### Western blot analysis

Fifty μg of proteins isolated from the lung cancer cell lines were separated on a 10% SDS-PAGE, transferred on a nitrocellulose membrane (Millipore, Germany), and probed with primary antibody (S100A15 1:2000; a gift from Stuart H. Yuspa, Laboratory of Cancer Biology and Genetics Center for Cancer Research, National Cancer Institute, USA) or (GAPDH 1:15000; Epitomics) followed by secondary antibody (anti-rabbit, 1:5000, Millipore). Detection was performed by ImmunStar AP Chemiluminescent Kit (Bio-Rad Lab., Germany).

### Measurement of S100A15 mRNA gene expressions by quantitative real-time reverse transcription (RT)-polymerase chain reaction (PCR) method

Total RNA from whole cell lysates of the lung adenocarcinoma cell lines was isolated by RNA Extraction RiboPureTM-Blood (Ambion), and converted to single-stranded cDNA using a cDNA archive kit (Applied Biosystems) followed by the amplification of the S100A15 transcript by using Taqman probe and specific primers (Table 2). *GAPDH* was used as the internal control. The PCR reaction was performed at 94°C for 10 minutes, followed by amplification (95°C for 10 seconds, 60°C for 30 seconds), and cooling (40°C for 30 seconds), for 30 cycles. The PCR products were subjected to 1% agarose gel electrophoresis and photographed. Relative expression levels were calculated using the ΔΔCq method with the median value for the control group as the calibrator.

### Cell proliferation assays

3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide (thiazolyl blue, MTT) proliferation analyses were performed in a 96-well plate with the cells seeded at a concentration of 3 × 10^3^ cells per well. MTT (10 mg/ml, 2 μL) was added to each well and incubated for another 3 h at 37°C. The cells were lysed with 100 μl of dimethyl sulfoxide. The cell growth of each group was monitored after 72 h, using Microplate photometers by measuring the absorbance at 590 nm (Biotium, USA). A Bromodeoxyuridine (BrdU) cell proliferation assay was performed according to the manufacturer's instructions (BIOVISION, USA). A total of 3 × 10^3^ cells were seeded in each well of a 96-well plate, and cell growth within each group was monitored at 72 h.

### Cell wound healing assay

Cell migration was examined with the commercial Millicell® Hanging Cell Culture inserts single and preloaded inserts (MILLIPORE, Switzerland). Cells were seeded on the insert for 12 h, and the inserts were removed. Photographs were taken at 0 h and 24 h at the same position in the cell-free gap insert with 100× magnification. Adobe PHOTOSHOP CS6 and MRI Wound Healing Tool were used to calculate the area occupied by migrating cells.

### Transwell migration and matrix invasion assays

Cell migration was examined in a membrane migration culture system with Millicell® Hanging Cell Culture inserts single and preloaded inserts systems (MILLIPORE, Switzerland) with 8-μm pores. The upper wells contained 1 × 10^5^ cells seeded in serum-free medium, and the lower chambers were filled with complete medium supplemented with 10% FBS to induce cell migration. After the cells were incubated at 37°C for 24 h, the membranes were fixed with methanol, the cells were stained with a Giemsa stain, and the number of cells that migrated through the membrane to the lower side was determined. The cells traversing the filter to the lower chamber were counted at 200× magnification in ten fields per filter. In preparation for the invasion assay, Millicell® Hanging Cell Culture inserts single and preloaded inserts systems (MILLIPORE, Switzerland) containing 8-μm pores were coated with 2 mg/ml QCM ECMatrix Cell Invasion basement membrane matrix (MILLIPORE, USA & Canada), following the same steps as those of the trans-well migration assay.

### Next generation sequencing (NGS) for mRNA-Sequencing analysis

Total mRNA was isolated from four clones of the lung cancer cell lines (CL1-0, CL1-5, CL1-0 with S100A15 OE, and CL1-5 with S100A15 KD) using TRIzol reagent (Invitrogen). Total RNA (15 μg) for each sample was used for purifying the poly(A)-containing mRNA molecules, RNA amplification, and synthesis of double stranded cDNAs that will be ligated to adapters, following the Illumina (San Diego, CA) TruSeq RNA Sample Prep guidelines. Multiplexed samples were sequenced at 100bp length on an in-house Illumina MiSeq instrument as described previously [36]. Briefly, sequences called by the Illumina pipeline were mapped to the reference genome and annotated using Strand NGS 2.1 (Strand Life Sciences, Bangalore, Karnataka, India). All expression dataset has been deposited in the NCBI Gene Expression Omnibus (GEO) with accession number GSE86344. The results from NGS analysis were analyzed by Mann–Whitney unpaired test or two-way analysis of variance and a Benjamini and Hochberg false discovery rate multiple gene correction was applied. To better understand the biological context of the changes, data were analyzed by Ariadne's Pathway Studio (Elsevier B.V., Amsterdam, Netherlands) to build up for direct interaction and subnetwork enrichment analysis.

### Statistical analysis

Data were expressed as the mean ± SEM. One-way analysis of variance (ANOVA) were be used for comparing mean values of more than two experimental groups. Student t-test, non-parametric U-test or Wilcoxon Signed-Ranks test was used for comparing mean or median values of two experimental groups, where appropriate. Categorical variables were analyzed using Chi-square test. Statistical modeling for prognostic factors was done, incorporating age, gender, co-morbidities, smoking status, ECOG performance status, disease stage, treatment strategies, and histology, one at a time, into the main Cox model. The Kaplan-Meier method was used to estimate overall survival. Multiple linear regression analysis was used to minimize the effects of confounding factors on the subgroup of continuous variables, and to provide adjusted p values with 95% confidence interval (CI). A p-value of less than 0.05 is considered statistically significant. All analyses were performed using the SPSS 15.0 software (SPSS Corp., Chicago).

## SUPPLEMENTARY MATERIALS TABLES

# Supplementary material for: Increased S100A15 expression and decreased DNA methylation of its gene promoter are involved in high metastasis potential and poor outcome of lung adenocarcinoma
**Source:** Oncotarget. 2017 Apr 24;8(28):45710–24. doi: 10.18632/oncotarget.17391
**Supplement:** Supplementary file 1

## **Increased S100A15 expression and decreased DNA methylation of its gene promoter are involved in high metastasis potential and poor outcome of lung adenocarcinoma**

### **SUPPLEMENTARY MATERIALS**

#### **SUPPLEMENTARY TABLE**

**Supplementary Table 1: Functional categories of the 518 differentially expressed genes (DEG) up-regulated in both CL1-5 and S100A15 over-expressing (OE) CL1-0, and down-regulated in both CL1-0 and S100-A15 knock-down (KD) CL1-5 lung cancer cell lines.**

See Supplementary File 1

# Supplementary material for: Increased S100A15 expression and decreased DNA methylation of its gene promoter are involved in high metastasis potential and poor outcome of lung adenocarcinoma
**Source:** Oncotarget. 2017 Apr 24;8(28):45710–24. doi: 10.18632/oncotarget.17391
**Supplement:** Supplementary file 2

**Supplementary Table 1. Functional categories of the 518 differentially expressed genes (DEG) up-regulated in both CL1-5 and S100A15 over-expressing (OE) CL1-0, and down-regulated in both CL1-0 and S100-A15 knock-down (KD) CL1-5 lung cancer cell lines.**

How the deposited data were processed for this re-analysis (not part of the article)

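The authors sequenced poly(A)-selected RNA of 4 libraries on an Illumina MiSeq, 1 library for each of CL1-0 control, CL1-0 S100A15 OE, CL1-5 control and CL1-5 S100A15 KD, and mapped and annotated the reads with Strand NGS 2.1. The paper names the DESeq method for its differential expression, and names Mann-Whitney tests and analysis of variance with a Benjamini and Hochberg correction in its methods. The values the authors deposited are log2 normalized values less the median of the 4 libraries for each gene. Checked on the values, the 2 middle values of each gene had a mean of 0 within 9.55e-07, and libraries without reads tied at the lowest value of a gene. The build to which the reads were mapped is not stated in the paper. All columns of values were used (0 left unused). The samples were assigned to conditions by their labels and the paper's methods, and cell lines were compared only within themselves.

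From the deposited values, the log2 fold change of each gene was the difference between 2 libraries of a cell line. The level of a gene was not recoverable, so no filter by mean expression could be applied and random lists could not be matched on it. The log2 distance from the floor to 1 read was the commonest value among genes with signal in 1 library alone, at 1.36 in the CL1-0 control, 1.39 in the CL1-5 control, 0.72 in S100A15 OE and 0.45 in S100A15 KD. Between 59.9% and 69.4% of such lone values were multiples of 1/12 of a read, and the others were not, so read numbers are inferred ones. A gene was taken to have a library at the floor when 2 or more libraries tied at its lowest value (7601 genes), or when the distances of the other libraries, up to 200 reads, were multiples of 1/12 of a read with a chance of accidental fit under 0.001 (839 genes). A looser rule, chosen after the data were examined, asked for 1 other library on multiples of 1/12 of a read. It called 1193 further genes, against 8.29 by accidental fit, and was used as an alternative and for the genes named. Other genes may have an unrecognized library at the floor. Total reads per library are unknown, and no p-value or standard error was computed across libraries. A floor of 3 reads was used for 0 reads and for inferred reads under 3, where it gives no lower bound. A confidence level of 95% was used for the carry-over share.

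Of the gene identifiers, 49958 (88.3%) were found in GENCODE version 44, from which biotypes, coordinates on GRCh38, and the length and GC content of the canonical transcript were taken. Genes past 1.1-fold in both cell lines were counted in each direction. Pearson r and Spearman rho were computed across genes, and libraries were clustered by average linkage on 1 minus r. For each list, fixed before the data were examined, the median log2 fold change over genes with signal was set among the medians of 10000 random lists (seed 1) with as many protein-coding genes, genes with a library at the floor and genes in each of 5 length bins. The lists were of interferon, heat shock, Wnt target, NOTCH target, epithelial-mesenchymal transition, DNA replication, mitosis and histone genes and the S100 family. Correction for GC content and length subtracted the median of protein-coding genes without a library at the floor in each of 10 bins of either property. The alternatives tried were other thresholds, rank correlation, selections of genes, centring and this correction.

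Genes were named by a rule set before the data were examined. It takes the genes the paper names for its sequencing data, the genes of Supplementary Table 1 and Figure 5B with the largest and smallest change in each cell line or against the stated direction, the 5 genes in each common direction with the largest smaller fold, and the 3 genes of each list with the largest mean absolute change. S100A7, GH1, NTS, IFNB1, the leukocyte markers and the genes of chromosome 9 were named after their values were seen, S100A7 excepted where the rule for the S100 family covers it.

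The scripts were tested on simulated data. The log2 distance of 1 read was recovered within 1e-08. In the simulated data, 100% of calls of a library at the floor were correct and complete over 4244 genes. That result does not carry over to the deposited values, where only 59.9% to 69.4% of lone values lay on the read grid. There the looser rule called 1193 further genes, against 8.29 by accidental fit, so the calls used here were not complete. Of 71 genes changed in both contrasts by a simulated log2 shift of 2, 100% were found at the top, with medians of 2.00 and 1.99. Over 6711 unchanged genes the ratio of changes in the same to changes in opposite directions was 1.02, and r was 0.00851. Of 200 unchanged lists, 3% lay above percentile 95. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Left out were a differential expression test, for lack of replicates, an enrichment of the 518 genes, since the copy of their table holds 63, and PC9 and H1975, which were not used here.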

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

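Apart from the lists and the comparison of their medians with random lists, which were set before the data were examined, though the matching of the random lists on biotype, floor and length was not, every test in this part was chosen only after the result was seen.

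S100A7A moved in opposite directions under the same contrast in the 2 cell lines, and the difference was not tested, since there is 1 library per condition. Its log2 fold change was 17.86 in CL1-0 (S100A15 OE over control) and -7.33 in CL1-5 (control over the library labelled S100A15 knockdown), both against a control at the floor. One candidate explanation is that reads were carried over from the S100A15 OE library into the library labelled S100A15 knockdown. Apart from S100A7A and its near copy S100A7, NTS and GH1 were the genes with at least 5000 inferred reads in S100A15 OE and none in the CL1-5 control. They had 29053 inferred reads together in S100A15 OE and 23.5 in the library labelled S100A15 knockdown, a share of 0.0809% (95% confidence interval from 0.0516% to 0.121%, exact Poisson, for counting error only). At this share, 117.2 reads of S100A7A were predicted there, between 74.7 and 175.1 over the interval, and 117.75 were inferred. The number is therefore consistent with carry-over, whether of reads, library or RNA, which these values cannot separate. NTS, with 17.5 of the 23.5 reads, is a gene that the CL1-0 control also expresses, with 1200 inferred reads, and its reads in the library labelled S100A15 knockdown may be the cells' own rather than carried over. At the lower limit 43.1 reads would be left over, and by GH1 alone, which predicts 81.6 reads (from 29.9 to 177.5), up to 87.8. Reads of the cells' own are thus not excluded, and an exchange of the 2 libraries cannot be told apart from correct labels, since the interval is wide. Both CL1-5 libraries may hold no S100A7A reads of their own at this depth.

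GH1, which the paper does not discuss, had 10655 inferred reads in the S100A15 OE library and 0 in the CL1-0 control, which allows 3. Its inferred reads in the library labelled S100A15 knockdown were 6, or 0.0563% of those in S100A15 OE. Transcripts of the expression plasmid that carry growth hormone sequence are a candidate source. The paper's text does not describe such a part of the plasmid, and the share of GH1 cannot be told apart from the carry-over that would bring any gene of that library. The S100A7 reads of S100A15 OE, 10.3% of the reads of the pair, are a case of near-identical genes: 68.6% of the 204 windows of 100 bases in the S100A7A coding sequence differ from the S100A7 transcript at 5 or fewer bases, and reads of S100A7A assigned to S100A7 may account for them. No biological explanation was tested for either gene.

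The mitosis list also moved in opposite directions, and the difference was not tested. Its median log2 fold change was 0.51 in CL1-0, with 19 of 20 genes higher in S100A15 OE than in the control, and -0.76 in CL1-5, with 0 of 20 genes higher in the control than in the library labelled S100A15 knockdown. Both manipulated libraries were thus higher than their controls. Scaling of the libraries is argued against, since centring each contrast on protein-coding genes without a library at the floor gave 0.53 in CL1-0 and -0.84 in CL1-5. The same holds for GC content and transcript length, with 0.41 in CL1-0 and -0.81 in CL1-5 after correction. Both manipulated libraries were also deeper than their controls, and a difference between runs of control and manipulated libraries cannot be told apart from the manipulation, because each holds the same libraries. Such a difference across all genes would give a negative correlation of the contrasts. Over protein-coding genes without a library at the floor, r was 0.00528 and Spearman rho -0.0531, and over all genes with signal r was -0.0582 and rho -0.0662, which does not decide. A difference in growth of the cultures at harvest stays open as well, and was not tested.

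The interferon list gave a signal in genes of which the paper discusses BST2 alone. All 40 genes were higher in the CL1-5 control than in the library labelled S100A15 knockdown, with a median log2 fold change of 4.32, at percentile 100 of 10000 random lists. Against 3 reads in the library labelled S100A15 knockdown, MX2 was 385-fold higher and EPSTI1 75.3-fold higher. These are no lower bounds, since that library had 1.98 inferred reads of MX2 and 1 of EPSTI1. IFITM1 had a log2 fold change of 7.85. IFNB1, an interferon gene named after its value was seen, had a value of 3.71 in the CL1-5 control. It was at the floor in the other 3 libraries. The leukocyte marker PTPRC, 3.48 above the floor in the same control, had 4.27 inferred reads there, so the IFNB1 value rests on few reads. Scaling (median 4.25 after centring) and GC content with transcript length (4.29 after correction) are argued against. So is depth, since the library with the lower values was the deeper one. The median with genes at the floor taken at 3 reads was 4.32. It could not change, since no gene of the list had a recognized floor in a CL1-5 library, and is no further evidence. Without genes at the floor by a looser rule the median was 3.74. RNA of leukocytes in the CL1-5 control is argued against as the source of the list's values. The 7 of 12 leukocyte markers with inferred reads, or none in any library, had at most 12 reads there (ITGB2), against at least 117.5 for the 11 interferon genes with inferred reads. PTPRC had 4.27, fewer than the 10 of the CL1-0 control and the 13 of S100A15 OE. A small share of such RNA is not excluded, since 8 of 10 markers with signal were higher in the CL1-5 than in the CL1-0 control, LAPTM5 among them, though CORO1A was lower. An effect of S100A15 stays open too. In CL1-0 the list had a median of 0.087, at percentile 88.0, with 21 of 40 genes higher in S100A15 OE, which does not decide on CL1-5. A response to the control shRNA vector, or to conditions of culture, was not tested.

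In the CL1-5 control, 109 protein-coding genes were more than 5 (log2) below each of the other 3 libraries. The paper does not report this group. The same rule gave 0 genes for the CL1-0 control, 2 for S100A15 OE and 0 for the library labelled S100A15 knockdown. The lower depth of the CL1-5 control is argued against by the 0 genes of the CL1-0 control, whose depth differed from that of the CL1-5 control by 0.026 (log2). RNA of CL1-0 cells in the library labelled S100A15 knockdown would bring all CL1-0 transcripts in 1 share. Of 61 genes more than 8 (log2) higher in the CL1-0 than in the CL1-5 control, 11 were more than 4 below the CL1-0 control in the library labelled S100A15 knockdown, against a median of -1.83 and against 0 of the 61 genes in S100A15 OE. Loss of chromosome segments in the CL1-5 control may contribute. Among the 109 genes, 11 pairs were neighbours, against a mean of 0.728 and a maximum of 6 in 10000 permutations. On chromosome 9 of GRCh38, KLHL9, MTAP, CDKN2A and CDKN2B had values of -8.17, -5.95, -8.58 and -4.18 in the CL1-5 control, CDKN2B not being among the 109 genes. Of the genes before them on the chromosome, FOCAD had -0.52, PTPLAD2 -0.17 and IFNB1 3.71 there. A lost segment would have to start after PTPLAD2, or after IFNB1 if its few reads are taken at face value. Silencing of neighbouring genes cannot be told apart from a lost segment without DNA, and most of the genes lie apart from each other. A shift between clones of CL1-5 is a further open explanation, which was not tested.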

How the results depend on the processing

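The thresholds of 1, 1.2, 1.5 and 2-fold and the rank correlations were set before the data were examined. The other alternatives given here were chosen after seeing the data. Also set beforehand, but not run, were filters and centring by the mean of a gene, a filter on the lowest value of the file, and 1 entry per symbol by the highest mean, because the deposited values keep no level of a gene. Other pseudocounts were not run because the values are log2, nor was a binomial test of reads, because reads could be inferred only for genes with a library at the floor. A paired analysis was not run either, since each cell line gives only 1 pair of libraries. A correction for GC content was not run on the histone list, since 38 of its 74 genes with signal have a value.

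Genes changed in opposite directions outnumbered genes changed the same way under all of these settings. At 1.1-fold, 3843 genes were higher in both cell lines, 4379 lower in both and 9615 opposite. At 1.5-fold the counts were 1070, 1881 and 3694, and at 2-fold 332, 922 and 1559, fewer by construction. For protein-coding genes they were 2489, 2509 and 5535, for those without a library at the floor 2366, 2290 and 5182, and for those left by a looser rule for the floor 2278, 2164 and 4981, again from fewer genes. Without genes that had a library at the floor by either rule, at any difference, at 1.2-fold, after centring, with 1 entry per symbol and after GC and length correction, each count stayed within 1.5 times. The share of higher genes among those changed the same way was 46.7% at 1.1-fold, 26.5% at 2-fold and 41.4% after GC and length correction. The median of protein-coding genes without a library at the floor, which centring sets to 0, was -0.02 in CL1-0 and 0.07 in CL1-5.

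The correlation of the contrasts, -0.0582, was -0.0427 without genes that had a library at the floor, -0.0143 for protein-coding genes and, with the sign reversed, 0.00528 for protein-coding genes without a library at the floor. By the looser rule, the last was -0.000764. Spearman rho, -0.0662 over all genes with signal, was -0.0764 without genes that had a library at the floor. It was -0.0445 for protein-coding genes and -0.0531 for those without a library at the floor, so rho did not reverse. The cause was not tested. Mean r within a cell line minus mean r within an S100A15 state, 0.888 in all genes, was 0.706 with Spearman rho, 0.861 without genes that had a library at the floor, 1.12 for protein-coding genes and 1.07 for those without a library at the floor. Over genes selected for a change in the same direction it was 0.503 at 1.1-fold, 0.273 at 1.5-fold and, reversed, -0.106 at 2-fold, which the selection itself favours.

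After centring, the log2 fold change of S100A7A was 17.88 in CL1-0 and -7.40 in CL1-5. Of 88 list medians under an alternative, 74 moved by less than 1 SD of the medians of random lists and 14 moved further. The epithelial-mesenchymal transition list in CL1-5, 0.0042 as reported and of no direction as it holds epithelial and mesenchymal markers, had the other sign in 3 alternatives: -0.068 after centring, -0.029 without genes at the floor and -0.025 after GC and length correction. The Wnt target list in CL1-5 and the S100 family in CL1-0 went to 0 with genes at the floor taken at 3 reads, and the histone list in CL1-5, at 0 as reported, was -0.073 after centring. With list genes without a library at the floor alone, the interferon list gave 0.19 in CL1-0 and 4.13 in CL1-5, the Wnt target list -0.41 in CL1-5, the histone list 0.29 in CL1-5 and the S100 family -0.40 in CL1-0. By the looser rule, the interferon list gave 3.74 in CL1-5, the Wnt target list -0.46 in CL1-5, the histone list 0.25 in CL1-0 and 0.37 in CL1-5 and the S100 family -0.45 in CL1-0. With genes at the floor taken at 3 reads, the interferon list gave 0 in CL1-0, the NOTCH target list -0.20 in CL1-5 and the histone list 0.083 in CL1-0. The DNA replication list gave 0.22 in CL1-5 after GC and length correction. The cause of these moves was not tested. The counts of genes of Supplementary Table 1 and of the network in Figure 5B that were higher in both cell lines stayed within 1.5 times under centring and under GC and length correction. The log2 fold change of CTNNB1 in CL1-5, 0.17, was 0.095 after centring and 0.057 after correction, and in CL1-0, 0.07, it was 0.088 and 0.051. The numbers of other network genes with a smaller one, 1 in CL1-0 and 3 in CL1-5, were the same after correction. Centring subtracts the same value from every gene of a contrast and could not change these numbers. All 198 values of the 50 named genes under these 2 alternatives kept their sign, with moves of up to 0.07 on centring and 0.30 on correction.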

Differences from the paper's values

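The clustering over genes changed the same way was chosen only after the result was seen, and no other test was run for this part. The paper reports 518 genes up-regulated with S100A15 in both cell lines, and 3843 were found here at 1.1-fold. The paper names the DESeq method for its genes, while the counts here rest on a fold alone, without a test. The numbers are thus unlike measures, and a gap between them is no failed repeat. Of the alternatives set before the data were examined and run, any difference, 1.2-fold, 1.5-fold and 2-fold (332 genes) all left a gap. The paper reports 1378 down-regulated genes, and 4379 were found at 1.1-fold. For these, 1.5-fold (1881 genes) and 2-fold (922 genes) came within 1.5 times of the paper's number, and any difference and 1.2-fold did not.

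Of the 252 values of the copy of Supplementary Table 1, 250 were the same within rounding. On the log2 scale, the paper's value for CTNNB1 in the CL1-0 control is -0.39 and the deposited value -0.10, and the paper's value in the CL1-5 control is 0.32 and the deposited value 0.20. The paper's values for CTNNB1 give log2 fold changes of 0.36 in CL1-0 and 0.29 in CL1-5, and the deposited values 0.07 and 0.17. With the paper's values of CTNNB1, 3 of the other genes of the network had a smaller log2 fold change in CL1-0 and 10 in CL1-5, against 1 and 3 with the deposited values. No alternative set before the data were examined applies to these values. By quantitative RT-PCR, the paper reports a rise of CTNNB1 RNA with S100A15 overexpression in CL1-0 and a fall with knockdown in CL1-5. Both RT-PCR changes have the direction of the deposited values and are larger. The cause of the difference in size was not tested.

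The paper's legend and text place the CL1-5 control with S100A15 OE, and the CL1-0 control with S100A15 KD. Over all genes with signal the libraries joined by cell line, with an r of 0.366 for the CL1-0 pair. Over genes changed the same way at 2-fold, a selection chosen after seeing the values, and with Spearman rho also at 1.5-fold, they joined as in the paper, with heights of 0.942 and 0.908 for the first pair. The paper states, from Western blots, that S100A15 protein is lowered by knockdown in CL1-5. The RNA, a different measure, had 0 inferred reads in the CL1-5 control and 117.75 in the library labelled S100A15 knockdown. With 0 reads in the control a fall of the RNA could not be measured, so these reads do not test the protein result. The paper states, from sequencing and from quantitative RT-PCR of the cell lines, that S100A15 RNA is higher in CL1-5 than in CL1-0. Both control libraries, labelled as control vector and non-silencing shRNA, had 0 inferred reads of it. Libraries with 0 reads cannot rank low levels, so they do not decide on that statement. PC9 and H1975 are not analysed here. ZEB1 stands in the paper among genes up-regulated with S100A15, and its log2 fold change was -0.30 in CL1-0 and -0.28 in CL1-5. HSPA2 stands in the same network, and had -0.42 in CL1-5.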

Other observations

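Apart from the lists and the comparison of their medians with random lists, which were set before the data were examined, though the matching of the random lists on biotype, floor and length was not, all tests in this part were chosen only after the result was seen.

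The heat shock list had a median log2 fold change of 1.46 in CL1-0, at percentile 100 of 10000 random lists, with 22 of 22 genes higher in S100A15 OE than in the CL1-0 control. In CL1-5 the median was 0.30, at percentile 90.8, with 13 of 22 genes higher in the control than in the library labelled S100A15 knockdown. HSPA8 had 2.94 in CL1-0, HSPA1A 2.74 and DNAJA1 1.81. Scaling of the libraries is argued against by a median of 1.48 after centring, and GC content with transcript length by 1.32 after correction. A stress response to the transfection or to high S100A15 levels stays open, and was not tested. Of the list, 5 genes are in the network of Figure 5B, HSP90AA1 among them, and were thus picked by the authors on these libraries.

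The NOTCH target list had medians below 0 in both contrasts, -0.35 in CL1-0 and -0.42 in CL1-5. The genes printed under NOTCH signaling in Supplementary Table 1 were higher in both. Of the 16 genes of the target list, 5 were higher in CL1-0 and 7 in CL1-5, so the members went both ways. In CL1-5, the median was -0.49 after centring and -0.48 after GC and length correction, so these trends alone are not the whole cause, but it was -0.20 with genes at the floor taken at 3 reads. NOTCH3, and DKK1 of the Wnt target list, are among the 109 genes that were more than 5 (log2) lower in the CL1-5 control than in each other library. The Wnt target list had a median of -0.34 in CL1-0, with -0.32 after centring and -0.27 after correction. With 4 of 20 genes higher in CL1-0 and 10 of 20 in CL1-5, the list gave no common direction in CL1-5, where its median was 0 with genes at the floor taken at 3 reads. No biological explanation was tested.

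The histone list had a median of 0.52 in CL1-0, at percentile 100, and 0 in CL1-5, at percentile 67.8, over 74 genes with signal, 1 of which (H2BFS) the authors picked on these libraries. HIST1H3C had 1 inferred read in the CL1-0 control and 0 in the CL1-5 control. Against 3 reads it was 3.06-fold higher in CL1-0, which is no lower bound with 1 read in that control. In CL1-5 it was at least 1.66-fold lower. HIST1H4C, with 0 inferred reads in both controls, was at least 1.83-fold higher in CL1-0 and gives no fold in CL1-5. In CL1-0 the median was 0.50 over the 54 genes without a library at the floor, 0.25 when the looser rule for the floor is applied, and 0.083 with genes at the floor taken at 3 reads. No explanation was tested. The S100 family, which by its rule includes S100PBP, had a median of -0.04 in CL1-0, at percentile 9.24, and 0.75 in CL1-5, at percentile 99.4, over 18 of 24 genes with signal. S100A9 was at the floor in S100A15 OE and in the library labelled S100A15 knockdown, at least 4.18-fold lower in CL1-0 and at least 7.37-fold higher in CL1-5.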
